A study of Mus musculus with 53 samples.

How the data were processed

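Lentiviral vectors carrying Cre recombinase, an sgRNA and a random barcode were delivered to mouse lungs through the trachea, so that each tumour carried the barcode of the vector that started it. DNA of whole lungs was extracted, the barcodes were amplified by PCR and sequenced, and each mouse gave 1 library, per the labels. The deposited table lists, for each mouse, target gene and barcode, the absolute number of cells per tumour, which is the unit named by the authors for the file. The standard that sets this scale, the grouping of reads into barcodes and any correction of PCR bias are not given in the sources used here. Every listed size was above 500 cells, so smaller tumours had been left out of the deposited table. All inert sgRNAs, which target a neutral sequence or no sequence of the genome, were merged under 1 label in the table and could not be told apart.

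The depth of a mouse was taken as its number of listed tumours, since the number of reads is not in the table. Read counts are unknown, so no counting intervals were computed, and the spread between mice is the error given throughout. The smallest listed size in a mouse ranged from 500.4 to 1440.3 cells, which sets the lower limit of what each library could show.

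The choices that follow were made before the data were examined, except where another time is stated. Tumours of at least 500 cells were used. For each target in each mouse with at least 10 tumours, a log-normal mean size was computed as the exponential of the mean log size plus 0.5 times the variance of log size. The effect of a target was the log2 ratio of this mean to that of all inert tumours of the same mouse. The mouse was the replicate. The mean effect of a target over the mice of a genotype was tested against 0 with a two-sided exact sign-flip permutation test, with Benjamini-Hochberg adjustment over the 11 targets of the genotype and a threshold of 0.05. The smallest p that this test can give with 10 mice is 0.00195. The spread of sizes was tested in the same way on the log2 ratio of the 95th percentile to the median.

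Differences between genotypes were tested on the per-mouse log2 ratios with two-sided permutation tests of the mouse labels, by 100000 resamples for the 15-week groups and by exact enumeration where there were fewer relabellings, adjusted over the 11 targets of each comparison. The smallest p of the sampled tests is 1e-05. Tumour number was the log2 ratio of the number of tumours of a target to the number of inert tumours in the same mouse, and it was compared only between genotypes, because the share of each vector in the virus pool is not in the table. The size of inert tumours was compared between genotypes on per-mouse log-normal means, adjusted over 3 comparisons, and their spread as the 99th percentile over the median. At 9 weeks, the mice with the Setd2 vector were compared with those with the inert vector by exact permutation, and the difference between genotypes by permuting within each genotype. All targets of a mouse share its inert tumours, and the comparisons that include the same genotype share its mice, so these tests are not independent.

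Every target in the table was named. The groups of genes were chromatin and RNA processing (Setd2, Arid1a, Rbm10), p53 pathway and DNA damage (P53, ATM, Cdkn2a), cell cycle (Rb1, Cdkn2a), and signalling and metabolism (Lkb1, APC, Smad4, Keap1). P53 in KPTC mice and Lkb1 in KLTC mice target a gene that the genotype already deletes, so they served as further controls. All 11 labels were paired with mouse genes, Lkb1 with Stk11 and P53 with Trp53 through synonyms.

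Each result was also computed with other settings, fixed at the same time: minimum sizes of 1000 and 5000 cells, the median, the 95th and the 99th percentile in place of the log-normal mean, leaving out the largest tumour of each target in each mouse, at least 30 tumours per target, adjustment over all genotypes or comparisons, pooling tumours over mice with 2000 bootstrap draws, mice of a single ID prefix where each group had at least 3, and leaving out each mouse in turn. The ID prefixes are the letters that open the mouse names, and what they stand for is not given in the sources used here. Some barcodes were listed in more than 1 mouse, and 4 alternatives were therefore added after the data were seen. These left out tumours whose target and barcode were also listed at 10 times their size or more in any other mouse, or in another 15-week mouse, used a minimum of 1500 cells, or joined the first of these filters to the 5000-cell minimum.

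The procedure was tested on simulated data with 20 simulations in which tumours were drawn from the observed inert tumours. A simulated 2-fold effect was called in 100% of tests in each of the 3 genotypes. A 1.5-fold effect was called in 100% of tests in KTC and KPTC and in 52.5% in KLTC. Targets with no simulated effect were called in 5% of tests in KTC and KPTC and in 1.25% in KLTC. How often effects that vary between mice, or that lie mainly in the largest tumours, would be called was not tested. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots used matplotlib 3.10.9. No mouse was left out, and the 2 target and barcode pairs listed 2 times in a mouse were kept.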

Results

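The sizes of lung tumours were measured by sequencing barcodes in 53 mice of 7 groups. At 15 weeks, a pool of vectors against 11 tumour suppressor genes and inert controls was followed in KTC mice (n = 10), KPTC mice (n = 12) and KLTC mice (n = 13). By the usual naming of such strains, T is a fluorescent reporter and C a Cas9 allele, while P and L are alleles that let Cre delete p53 and Lkb1. At 9 weeks, a single vector had been given, either inert (sgNeo) or against Setd2 (sgSetd2), to KLTC mice (n = 5 and n = 7) and KPTC mice (n = 3 and n = 3). The table lists 409584 tumours, of which 335123 were in the mice given the pool, with sizes from 500.4 cells to 1.63e+08 cells and a median of 1269 cells. Listed tumours per mouse ranged from 1271 to 26167 in KTC, 3553 to 30646 in KPTC and 723 to 15067 in KLTC. At 9 weeks they ranged from 337 to 2962 and from 462 to 3332 in KLTC mice with sgNeo and sgSetd2, and from 1918 to 4427 and from 7581 to 28853 in KPTC mice with sgNeo and sgSetd2.

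The same target and barcode were listed in 2 or more mice for 20.7% of the 291922 distinct pairs. In the median KLTC pool mouse, 36.4% of tumours had the same target and barcode listed at 10 times their size or more in another mouse, against 7.84% in KPTC and 6.71% in KTC. Among KLTC tumours of 500 to 1000 cells, 27.0% had a match of at least 100000 cells in another mouse, against 7.29% of those of 10000 to 100000 cells. KLTC values below can depend on these matched tumours, and the main ones are also given without them.

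**Figure D1:**
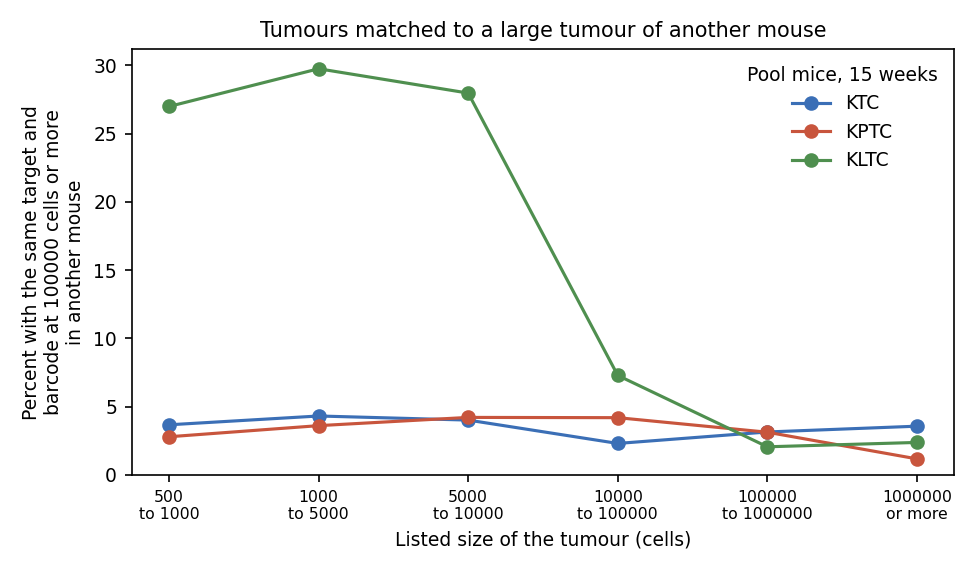
Percent of the tumours of the 15-week pool mice whose target and barcode were listed at 100000 cells or more in another mouse (vertical axis), by listed size in cells (horizontal axis), with a point per genotype and size class. In KLTC the percent is 27.0, 29.8 and 28.0 in the classes under 10000 cells and 7.29 and 2.06 in the next classes, while every KTC and KPTC class lies under 5.

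KTC mice, in which neither p53 nor Lkb1 is deleted by the genotype, address which genes limit tumour growth there. Tumours with sgRNAs against Setd2, a histone methyltransferase of transcribed genes, were 2.32-fold larger than inert tumours of the same mouse (log2 1.22 ± 0.43 SD, n = 10, larger in 10 of 10 mice). Those against Lkb1, the kinase that activates the AMPK family, were 2.00-fold larger (1.003 ± 0.24, 10 of 10). Smaller rises were found for the splicing regulator Rbm10 (0.26 ± 0.10, 10 of 10), for Rb1, which restrains entry into S phase (0.26 ± 0.26, 9 of 10), and for APC, a scaffold of the complex that degrades beta-catenin (0.19 ± 0.14, 9 of 10). The values for P53, the transcription factor induced by DNA damage, and for Keap1, an adaptor that marks a regulator of antioxidant genes for degradation, were 0.06 ± 0.15 and 0.07 ± 0.12 and did not pass the test. By groups, 2 of 3 genes of chromatin and RNA processing, 1 of 2 of the cell cycle, 2 of 4 of signalling and metabolism and 0 of 3 of the p53 pathway rose, and the counts adjusted over the list alone were 2, 1, 2 and 0. In total 5 of 11 targets rose and 0 fell by two-sided exact sign-flip test, and 5 had an unadjusted p under 0.05. The adjusted p was 0.00716 for Setd2, Lkb1 and Rbm10, 0.0161 for APC and 0.0344 for Rb1. Without any of replicates 2, 5, 6, 7, 8 or 10, Rb1 lay at 0.21 to 0.25 and missed the threshold (adjusted p 0.0688, exact), as it did without the largest tumours (0.22). APC (0.092) and Rb1 (0.22) missed it at a minimum of 1000 cells and Rbm10 (0.33) at 1500, and the 2 targets that passed at 5000 cells were Lkb1 and Setd2.

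**Figure D2:**
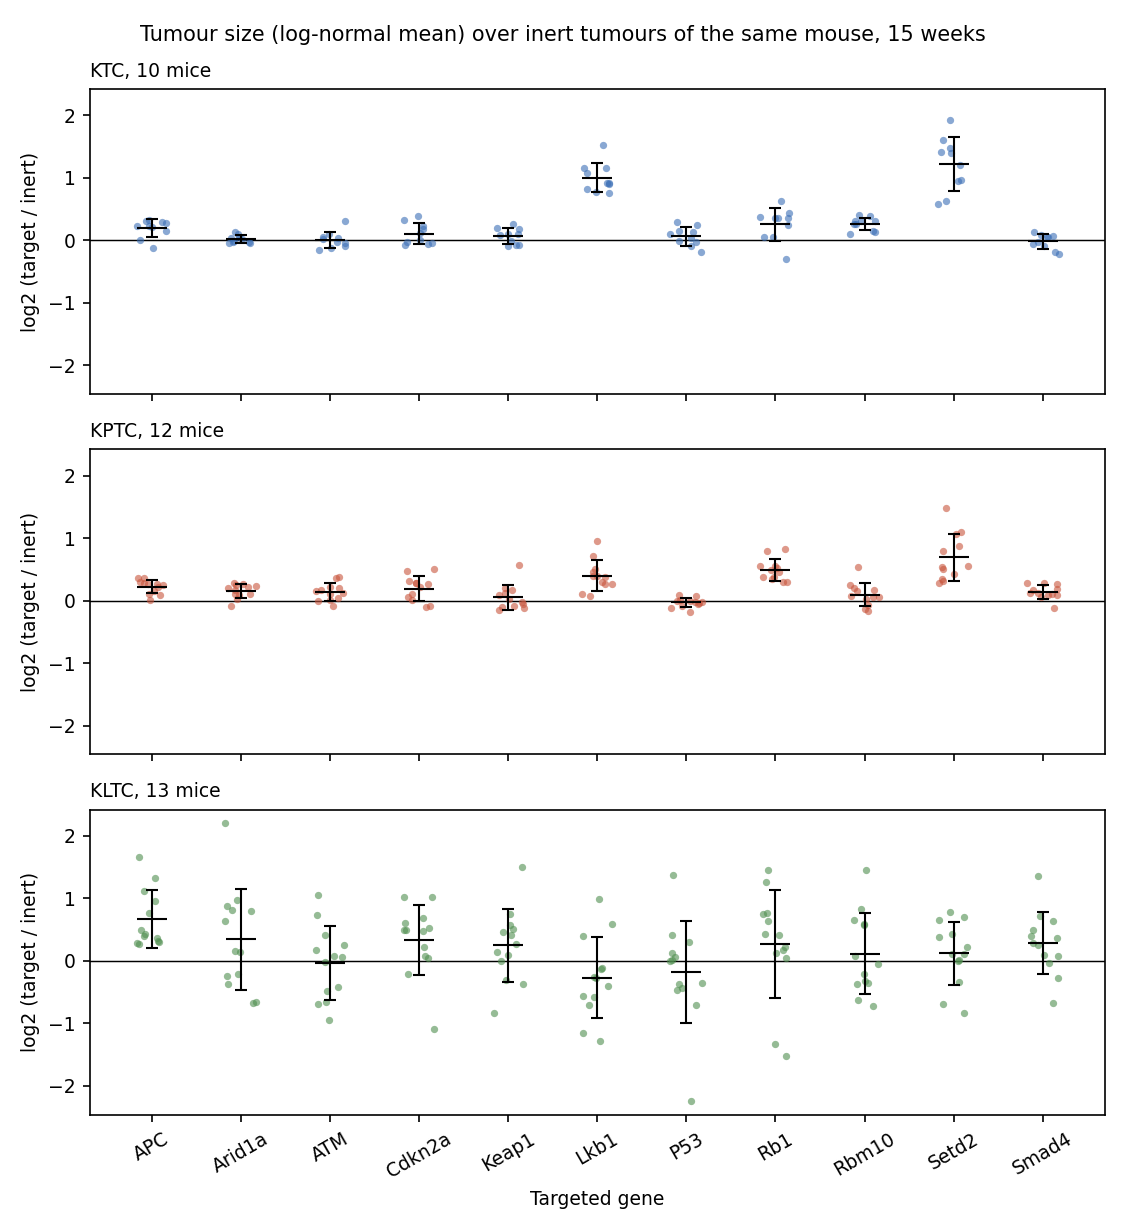
Log2 ratio of the log-normal mean size of tumours of each target to that of inert tumours of the same mouse (vertical axis), by target (horizontal axis), in KTC (n = 10), KPTC (n = 12) and KLTC (n = 13) mice at 15 weeks, with a point per mouse and bars for the mean and SD. Setd2 has means of 1.22, 0.69 and 0.12 in the 3 genotypes, and the median SD over targets is 0.14, 0.17 and 0.59.

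The spread of sizes in KTC mice compares the largest listed tumours with the typical listed tumour. The ratio of the 95th percentile to the median was 4.48-fold that of inert tumours for Setd2 (log2 2.16 ± 0.92 SD, n = 10), 3.52-fold for Lkb1 (1.82 ± 0.94) and 1.34-fold for Rbm10 (0.43 ± 0.32), above 0 in 10 of 10 mice for each. The median size itself was 0.19 ± 0.24 for Setd2 and 0.05 ± 0.09 for Lkb1, with adjusted p of 0.0931 and 0.258. Inert medians of KTC mice were 719 to 1432 cells, near their smallest listed sizes of 500.6 to 934.9 cells. A median so near the cut may move little, so these values cannot show that only the largest tumours grew. The spread rose for 3 of 11 targets and fell for 0 by two-sided exact sign-flip test (adjusted p 0.00716 for each of the 3), with 3 at an unadjusted p under 0.05. These were 2 of 3 genes of chromatin and RNA processing and 1 of 4 of signalling and metabolism, with 0 of 3 and 0 of 2 in the p53 pathway and the cell cycle, and the counts adjusted over the list alone were 2, 1, 0 and 0. The rise of Rbm10 ended at a minimum of 1000 cells, and at 1500 Rb1 passed with Setd2 and Lkb1. At a minimum of 5000 cells the count was 0 by the same test, with 2 at an unadjusted p under 0.05.

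KPTC mice address which genes limit growth once p53 is deleted. Setd2 tumours were 1.62-fold larger than inert ones (log2 0.69 ± 0.38 SD, n = 12), Rb1 tumours 1.40-fold (0.49 ± 0.17), Lkb1 tumours 1.32-fold (0.40 ± 0.25) and APC tumours 1.17-fold (0.22 ± 0.11), each larger in 12 of 12 mice. Rises also passed the test for Cdkn2a, which encodes inhibitors of the cell cycle (0.19 ± 0.20, 10 of 12 mice), Arid1a, a subunit of a chromatin remodelling complex (0.16 ± 0.11, 11 of 12), ATM, a kinase that responds to DNA breaks (0.14 ± 0.14, 10 of 12), and Smad4, which relays TGF-beta signals (0.14 ± 0.11, 11 of 12). The P53 sgRNA, a further control where p53 is already deleted, gave −0.03 ± 0.08. This control was not null in every setting: it passed as lower at minimum sizes of 1000 (−0.11) and 1500 cells (−0.15), without the largest tumours (−0.058) and without tumours matched in any mouse (−0.061), and as higher for the median (0.040, exact adjusted p 0.0107, range over alternatives 0.0107 to 0.768). By groups, 2 of 3 genes of chromatin and RNA processing, 2 of 3 of the p53 pathway, 2 of 2 of the cell cycle and 3 of 4 of signalling and metabolism rose, and the counts adjusted over the list alone were 2, 2, 2 and 3. In total 8 of 11 targets rose and 0 fell by two-sided exact sign-flip test (adjusted p from 0.00134 to 0.0121), with 8 at an unadjusted p under 0.05. Without replicate 1, Rbm10 also passed (0.12, from 0.10 in all mice). ATM (0.079) and Smad4 (0.12) missed the threshold already at a minimum of 1000 cells, where Rbm10 passed (0.19), and APC (0.11) did so at 1500. At 5000 cells 3 targets passed and APC, ATM and Smad4 lay at −0.045, −0.021 and −0.078, and among the 7 mice of ID prefix IW 4 passed, while the 5 mice with no prefix cannot pass, since their smallest exact p is 0.0625.

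KLTC mice address which genes limit growth once Lkb1 is deleted. APC tumours were 1.59-fold larger than inert ones (log2 0.67 ± 0.46 SD, n = 13, larger in 13 of 13 mice). Setd2 tumours had a value of 0.12 ± 0.50 (9 of 13), Rb1 0.27 ± 0.86 (11 of 13) and Cdkn2a 0.34 ± 0.56 (11 of 13), and none of these passed the test. The Lkb1 sgRNA, a further control here, gave −0.27 ± 0.65 (above inert in 3 of 13). By groups, 1 of 4 genes of signalling and metabolism rose and 0 of 3, 0 of 3 and 0 of 2 of the other lists, with the counts adjusted over the list alone at 1, 0, 0 and 0. In total 1 of 11 targets rose and 0 fell by two-sided exact sign-flip test (APC adjusted p 0.00269, Setd2 0.555), with 1 at an unadjusted p under 0.05. The SD between mice had a median over targets of 0.59, against 0.14 in KTC and 0.17 in KPTC. APC was 0.79 in the 7 mice of ID prefix IW and 0.53 in the 6 of ZR, each at the smallest exact p that so few mice allow (0.0156 and 0.0313 before adjustment). Its missing the threshold there (adjusted p 0.0859 and 0.344, range over alternatives 0.00269 to 0.494) therefore decides nothing. Smad4 passed without replicate 11 (0.37) and Cdkn2a without replicate 13 (0.46). Without tumours matched to one 10 times larger in another mouse, 4 targets passed, with APC at 1.49, Setd2 at 1.07 ± 0.82, Cdkn2a at 0.54 ± 0.62 and Smad4 at 0.50 ± 0.64, but this left out a median of 49.7% of the Setd2 tumours of a mouse and 28.7% of the inert ones.

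The comparison of KPTC with KTC asks whether the effect of losing a gene depends on p53. The effect of Lkb1 was lower in KPTC by a log2 difference of −0.60 ± 0.10 (SE, 12 against 10 mice), as were those of Setd2 (−0.52 ± 0.17) and Rbm10 (−0.16 ± 0.06). The effects of Rb1 (0.23 ± 0.10), Smad4 (0.15 ± 0.05) and Arid1a (0.14 ± 0.04) were higher in KPTC. By groups, 1 gene of chromatin and RNA processing was higher and 2 lower of 3, 1 of 2 cell cycle genes was higher, 1 of 4 genes of signalling and metabolism was higher and 1 lower, and 0 of 3 of the p53 pathway differed, and the counts adjusted over the list alone were 3, 1, 2 and 0. In total 6 of 11 effects differed by two-sided permutation test (adjusted p 0.00066 for Lkb1, 0.0197 for Setd2, Smad4 and Arid1a, 0.0361 for Rb1 and 0.0392 for Rbm10), with 7 at an unadjusted p under 0.05. Among mice of ID prefix IW (7 against 8) the values were −0.68 for Lkb1, −0.18 for Rbm10 and 0.13 for ATM, which passed, and −0.55 for Setd2, 0.19 for Rb1, 0.12 for Smad4 and 0.13 for Arid1a, which did not. At a minimum of 1000 cells 1 of the 6 passed and at 5000 cells 0, with 2 at an unadjusted p under 0.05 in the same permutation test. The Rb1 difference missed the threshold without any of KTC replicates 1, 4 or 9 or KPTC replicates 1, 6, 7 or 9 (0.17 to 0.23). The Rbm10 difference did so without any of KTC replicates 1, 2, 4, 7, 8, 9 or 10 or KPTC replicates 1, 5, 6, 7, 9 or 10 (−0.17 to −0.14). The ATM difference of 0.13 passed without any of KTC replicates 3 or 10 or KPTC replicates 3, 8 or 10 (up to 0.17), and that of P53 without KTC replicate 10 (−0.12).

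The comparison of KLTC with KTC asks the same of Lkb1. The effect of Setd2 was lower in KLTC by −1.10 ± 0.19 (SE, 13 against 10 mice) and that of Lkb1, whose gene is already deleted there, by −1.27 ± 0.19. The effect of APC was higher in KLTC (0.48 ± 0.13). By groups, 1 of 3 genes of chromatin and RNA processing was lower, 1 of 4 of signalling and metabolism was higher and 1 lower, and 0 of 3 of the p53 pathway and 0 of 2 of the cell cycle differed, with the counts adjusted over the list alone at 1, 2, 0 and 0. In total 3 of 11 effects differed by two-sided permutation test (adjusted p 0.00022 for Setd2 and Lkb1, 0.00858 for APC), with 3 at an unadjusted p under 0.05. Among mice of ID prefix IW (7 against 8) the values were −1.04, −1.16 and 0.56, each past the threshold, and the differences for Cdkn2a (0.44), Smad4 (0.46) and P53 (−0.58) passed as well. Without tumours matched to one 10 times larger in another mouse, the Setd2 difference was −0.47 ± 0.26 and missed the threshold (adjusted p 0.173, range over alternatives 5.5e-05 to 0.36), while that of Smad4 passed (0.55 ± 0.18, adjusted p 0.0452, range over alternatives 0.00786 to 0.773). The APC difference ended at a minimum of 5000 cells (0.24). The Cdkn2a difference passed without KLTC replicate 13 (0.35) and that of Smad4 without KLTC replicate 11 (0.38).

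The comparison of KLTC with KPTC, which shares its mice with the other comparisons, sets both deletions side by side. The effects of Lkb1 (−0.67 ± 0.19 SE) and Setd2 (−0.57 ± 0.18) were lower and that of APC was higher (0.45 ± 0.13) in KLTC (13 against 12 mice). Lkb1 is already deleted in KLTC, so its lower effect there is built into the genotype. By groups, 1 of 3 genes of chromatin and RNA processing was lower, 1 of 4 of signalling and metabolism was higher and 1 lower, and 0 of 3 of the p53 pathway and 0 of 2 of the cell cycle differed, with the counts adjusted over the list alone at 1, 2, 0 and 0. In total 3 of 11 effects differed by two-sided permutation test (adjusted p 0.0121 for Lkb1 and Setd2, 0.00396 for APC), with 3 at an unadjusted p under 0.05. Among mice of ID prefix IW (7 against 7) the values were −0.48, −0.49 and 0.59, and APC alone of the 11 passed. Without tumours matched to one 10 times larger in another mouse, the Lkb1 difference was −0.53 and the Setd2 difference 0.14, and neither passed (adjusted p 0.103 and 0.729, with ranges over alternatives of 0.00011 to 0.763 and 0.00011 to 0.919). The Setd2 difference also missed the threshold at a minimum of 5000 cells (−0.63, or −0.59 without matched tumours) and that of APC for the 95th percentile (0.40).

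Inert tumours address the effect of the genotype itself, although in KLTC it is not separated from that of ID prefix, as given below. Their log-normal mean size was 2260.3 cells in KTC, 2142 in KPTC and 10836 in KLTC, as geometric means over mice (log2 11.14 ± 0.53 SD, n = 10, 11.06 ± 0.60, n = 12, and 13.40 ± 1.86, n = 13). Inert tumours were therefore 4.79-fold larger in KLTC than in KTC and 5.06-fold larger than in KPTC (log2 2.26 and 2.34, adjusted p 0.00223 and 0.00141 by two-sided permutation test). KPTC and KTC differed by −0.08 (adjusted p 0.752). The 99th percentile over the median of inert tumours was 37.8 in KPTC and 51.1 in KTC, a log2 difference of −0.44 that did not pass (p 0.109, two-sided permutation test), and it passed without KPTC replicate 10 (−0.54). Among mice of ID prefix IW the KLTC differences were 1.16 and 1.15 and did not pass (exact permutation, adjusted p 0.181 for both, with ranges over alternatives of 7.5e-05 to 0.492 and 3e-05 to 0.492), and the 6 KLTC mice of prefix ZR have no 15-week mice of another genotype beside them. The median size differed by 0.25 and 0.20, which did not pass. Without tumours matched to one 10 times larger in another mouse, the KLTC differences were larger, at 3.39 and 3.48 (adjusted p 0.00133 and 0.00063). This filter left out a median of 28.7% of the inert tumours of a KLTC mouse, against 6.30% in KTC and 7.65% in KPTC. Since it removes only tumours smaller than their match, it can raise the KLTC mean by itself. The larger differences therefore decide nothing on the genotype.

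**Figure D3:**
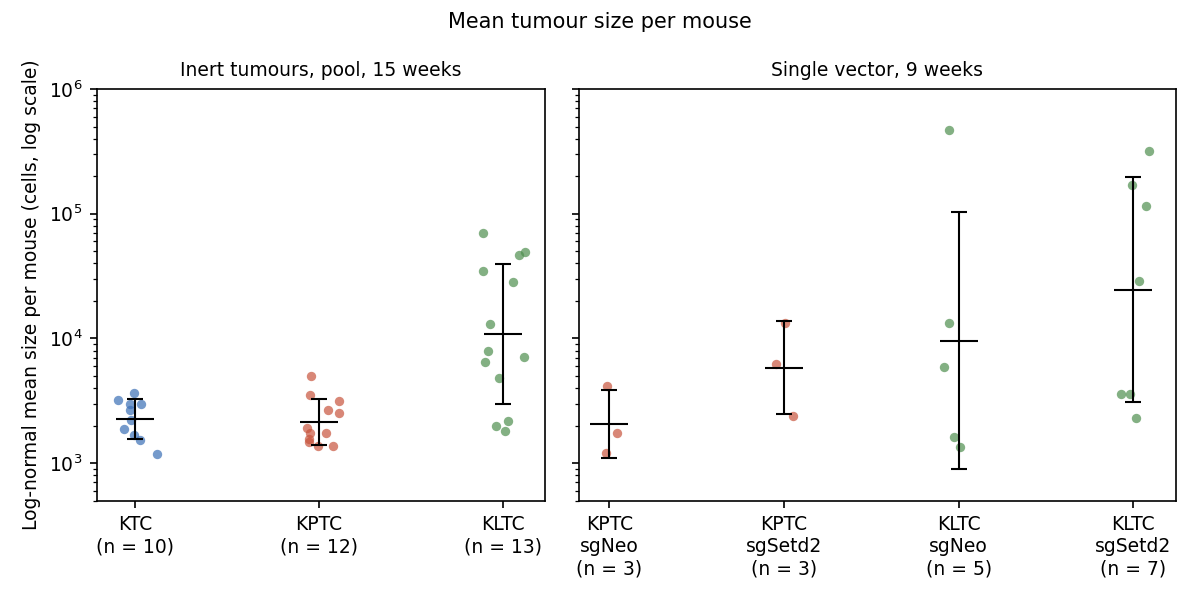
Log-normal mean tumour size per mouse in cells (vertical axis, log scale) for inert tumours of the pool mice at 15 weeks and for the mice with a single vector at 9 weeks (horizontal axis, groups with n), with a point per mouse and bars for the geometric mean and SD of the log2 values. Group means of inert tumours at 15 weeks are 2260.3, 2142 and 10836 cells, and the KLTC mice extend from 1824 to 70047 cells.

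The number of tumours of a target relative to inert tumours of the same mouse was compared between genotypes, to ask whether the listed number of tumours depends on p53 or Lkb1. P53 tumours were fewer relative to inert tumours in KPTC, where p53 is already deleted, than in KTC (log2 −1.66 against −1.34, difference −0.31 ± 0.06 SE, 12 against 10 mice). In that comparison 1 of 11 targets differed by two-sided permutation test (P53 adjusted p 0.00099), with 1 at an unadjusted p under 0.05. This was 1 of 3 genes of the p53 pathway, with 0 of 3, 0 of 2 and 0 of 4 of the other lists, and the counts adjusted over the list alone were 1, 0, 0 and 0. Among mice of ID prefix IW, P53 was at −0.34 and ATM also passed (−0.22), as ATM did without KTC replicate 9 (−0.21). Between KLTC and KTC, 0 of 11 targets differed by the same test, overall and in each list adjusted over the list alone, while Lkb1 (0.13), P53 (−0.12) and Setd2 (0.29) had an unadjusted p under 0.05, which makes 3, each with an adjusted p of 0.135. Lkb1 passed without KTC replicate 3 (0.15), P53 without KTC replicate 9 (−0.16) and Setd2 without KLTC replicate 1 (0.36). With a minimum of 5000 cells 2 targets differed between KLTC and KTC, and they were Lkb1 (−0.65) and Setd2 (−0.51), now lower in KLTC (adjusted p 0.0190 and 0.0192, with ranges over alternatives of 0.0102 to 0.849 and 0.0102 to 0.781). P53 kept its direction there (−0.23). Without matched tumours Setd2 was at 0.088, Lkb1 at 0.050 and P53 at −0.22, none past the threshold. Among mice of ID prefix IW 4 targets differed, with Arid1a (−0.39), Cdkn2a (−0.35) and Keap1 (−0.49) lower in KLTC and Lkb1 (0.20) higher. This subset leaves out KTC replicate 9, with 37.9% inert tumours, but keeps KLTC replicate 1, with 38.5%. The part of these mice in the change was not tested.

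The 9-week mice ask whether Setd2 limits growth early and without a pool. Setd2 tumours had a log-normal mean of 5841 cells in KPTC mice against 2053 for inert tumours in other mice (log2 12.51 ± 1.24 SD, n = 3, against 11.004 ± 0.91, n = 3), a 2.85-fold ratio. In KLTC mice the means were 24622 and 9588 cells (log2 14.59 ± 2.99, n = 7, against 13.23 ± 3.42, n = 5), a 2.57-fold ratio. Neither difference passed, at 1.51 in KPTC (two-sided exact permutation p = 0.2) and 1.36 in KLTC (p = 0.472), and 3 against 3 mice cannot go below 0.1. The effect differed by 0.15 between the genotypes (exact permutation p 0.945). Both values rest on few mice. The KLTC value was 2.77 without sgNeo replicate 5, 0.65 and 0.72 without sgNeo replicates 3 and 2, and 0.74 and 0.89 without sgSetd2 replicates 6 and 2, and the KPTC value was 0.91 without sgSetd2 replicate 3 and 2.15 without sgSetd2 replicate 1. In the 6 KLTC sgSetd2 mice of ID prefix ZR against the 5 sgNeo mice, all of ZR, the difference was 1.82 (exact permutation p 0.361, range over alternatives 0.269 to 0.899). Pairs of sgNeo mice shared a median of 38.8% of the barcodes of the mouse with fewer, and pairs of sgSetd2 mice 27.1%.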

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

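The counts over other splits of the mice were planned, while the tests on matched tumours, on ID prefixes and on APC were chosen after the results were seen, as were the test of P53 tumour number in KLTC and the demand that the Setd2 difference pass in each of 3 runs without matched tumours.

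Small tumours of KLTC pool mice often had the target and barcode of a large tumour in another mouse. The share with a match of at least 100000 cells was higher among tumours under 10000 cells than among larger ones by 30.4 ± 22.1 percentage points (SD, higher in 12 of 13 mice, exact sign-flip p 0.00122), against −2.21 in KPTC and 0.71 in KTC. This argues against chance reuse of barcodes as the whole cause, since that does not depend on size. KLTC mice of ID prefix ZR gave 35.3 to 58.2 points and those of prefix IW −13.6 to 51.0. No KPTC or KTC pool mouse has prefix ZR, so for the ZR mice the contrast with these genotypes is not separated from prefix. Among mice of prefix IW, KLTC replicates 2, 4, 5 and 7 gave 23.8, 21.6, 30.3 and 51.0 points. KLTC replicates 1, 3 and 6 lay below the highest KPTC or KTC mouse of that prefix (5.54, KTC replicate 5). The contrast within prefix IW was not tested. Directed pairs of mice were used where at least 30 matches were shared. Over all 205 such pairs, into 42 mice, the sizes of match and source had a median Spearman rho of 0.704. The relation was thus not particular to KLTC. The 73 pairs that lead into KLTC pool mice reached 11 of the 13, and none led into replicates 1 and 3 (0.64 and −13.6 points). Within the 73, the size of the small match followed that of the large tumour, with a median Spearman rho of 0.810. This lay above the 1000 permuted medians of −0.04 to 0.04 (p 0.000999, the smallest possible), and the median match had 0.246% of the size of its source. This is consistent with reads that crossed between libraries, which may add small tumours to a mouse that has few of its own. Reuse is not excluded as a part of it, since in the median pool mouse 69.9% of Setd2 barcodes in KLTC (48.0% to 87.7%), 50.9% in KPTC and 51.5% in KTC were listed in the 9-week sgSetd2 mice, while the 7.98%, 5.78% and 5.70% of inert barcodes in the 9-week sgNeo mice are not comparable, as those list fewer tumours and the inert label merges sgRNAs, and no biological explanation was tested.

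The effect of Setd2 was lower in KLTC than in KTC by −1.10 ± 0.19 (SE), and that difference was tested directly. A difference between mice of other ID prefixes is argued against by −1.04 among mice of prefix IW (exact permutation, adjusted p 0.00556), and KLTC tumours that respond to no target by the APC effect of 0.44 without matched tumours and tumours under 5000 cells (adjusted p 0.0107, range over alternatives 0.00269 to 0.494), although APC missed the threshold with that minimum alone (0.46, adjusted p 0.0591). Crossing reads cannot be told apart from a genotype effect: without matched tumours the difference was −0.47 ± 0.26 (adjusted p 0.173) or, with matches among 15-week mice alone, −0.49 ± 0.29 (0.202), as the effects came to 1.07 ± 0.82 or 0.81 ± 0.90 in KLTC (from 0.12) and 1.54 ± 0.41 or 1.30 ± 0.44 in KTC (from 1.22), while with a 5000-cell minimum as well it was −1.19 ± 0.30 (0.00654, range over alternatives 5.5e-05 to 0.36). These filters are not neutral, since they left out more of the Setd2 than of the inert tumours of KLTC mice, by 18.5 ± 6.71 and 12.4 ± 8.07 percentage points (SD, higher in 13 of 13 mice for both), as they did in KTC by 14.4 ± 6.49 and 2.84 ± 2.83 (10 and 9 of 10) and in KPTC by 13.5 ± 2.46 and 2.87 ± 1.71 (12 and 11 of 12). A weaker effect of Setd2 loss where Lkb1 is deleted stays open and was not tested apart from these values.

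P53 tumours were fewer over inert tumours in KPTC than in KTC, by −0.31 ± 0.06 (SE). Crossing reads are argued against by −0.29 without matched tumours (adjusted p 0.00286), and other ID prefixes by −0.34 among mice of prefix IW (exact permutation, adjusted p 0.00171, range over alternatives 0.00022 to 0.00825). A candidate explanation is that a P53 sgRNA brings more tumours above 500 cells only where p53 is intact, as it also is in KLTC. There P53 number was above KPTC by 0.19 ± 0.05 (adjusted p 0.00462, range over alternatives 0.00462 to 0.848). The difference also passed among mice of prefix IW (0.22, exact permutation, adjusted p 0.0192) and at 1000 cells (0.16, permutation test, adjusted p 0.0184). At 1500 (0.11) and 5000 cells (0.17) it did not pass. Without matched tumours it was 0.077, 0.082 and 0.021, among all mice, among 15-week mice and with a 5000-cell minimum, which did not pass. Since KLTC was also below KTC by −0.12 (adjusted p 0.135) and by −0.37 in the last of these settings (0.0102, range over alternatives 0.0102 to 0.202), the explanation cannot be told from others and stays a hypothesis.

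Differences between genotypes passed the test for 12 effects on size. Between KPTC and KTC these were Lkb1 (−0.60), Setd2 (−0.52), Rbm10 (−0.16), Rb1 (0.23), Smad4 (0.15) and Arid1a (0.14). The highest of the other 99 splits of the 22 mice gave 2, below this count of 6. Between KLTC and KTC the effects were Lkb1 (−1.27), Setd2 (−1.10) and APC (0.48). Here 2 of 100 splits were as large, the real split included, and the highest other split gave 3. Chance is thus not excluded for this count, which includes Lkb1, a gene that KLTC already deletes. Between KLTC and KPTC the effects were Lkb1 (−0.67), again already deleted in KLTC, Setd2 (−0.57) and APC (0.45), with a highest other split of 2. These splits address chance alone and do not separate genotype from ID prefix. Few of them can have any target past the threshold, so they add little on chance to the permutation tests of the targets. Among mice of prefix IW the count was 3 in KPTC minus KTC, 6 in KLTC minus KTC and 1 (APC) in KLTC minus KPTC. For tumour number between KPTC and KTC, 3 of 100 splits were as large as the real count of 1, and the highest other split gave 3. Splits with any target past the threshold are rare by the design of the test. This count therefore decides nothing on chance beyond the P53 permutation test itself (adjusted p 0.00099). Between KLTC and KTC the real count of tumour number was 0, so all 100 splits are as large whatever the data, and the splits decide nothing there. The highest other split called 7 targets, which points to a structure of the samples whose cause was not tested, and 1 mouse with unusual ratios could move many targets together.

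Some mice stood apart from their group, in 14 of 34 sets of values tested where chance gives about 1.7, or 1 in 20. The 34 sets do not cover every target in every group. All flags were in KTC pool mice (n = 10) and 9-week KLTC mice (n = 5 and n = 7). The absence of flags in KPTC and KLTC pool mice therefore does not show that none stood apart. KLTC pool replicate 1, with 38.5% inert tumours against 23.7% to 29.8% in the others, had no flag. Number ratios of a mouse share their inert tumours, so the values of 1 mouse are not independent. KTC replicate 9 had the lowest number of tumours over inert for APC (log2 −2.45), ATM (−2.63), Arid1a (−3.42), Cdkn2a (−3.87), Keap1 (−3.36), Rb1 (−3.05), Rbm10 (−3.87), Setd2 (−2.94) and Smad4 (−3.36). Its numbers of Lkb1 and P53 tumours, over the same inert tumours, were not flagged. The Lkb1 effect of KTC replicate 1 was 1.53, with the others at 0.75 to 1.16. In KTC replicate 4, 20.2% of tumours had a match 10 times larger, with the others at 4.04% to 12.6%. KLTC sgNeo replicate 5 had a median size of 115533 cells, with the others at 825 to 1328, and 4.45% matched tumours, with the others at 16.1% to 20.02%. The median of KLTC sgSetd2 replicate 6 was 57841 cells, with the others at 931 to 3749.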

How the results depend on the processing

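The alternatives planned before the data were examined were run beside 4 that were chosen after seeing the data, namely both filters on matched tumours, 1500 cells, and 5000 cells with the filter. Of 352 planned values for single targets, 300 kept their direction and side of the threshold, as did 245 of 297 differences in effect and 125 of 132 differences in number. Of the values past the threshold at first, a smaller share was kept for single targets (101 of 149) and differences in effect (65 of 108). For differences in number 6 of 6 were kept. Values past the threshold under neither setting were counted as kept even where their sign changed, which 31, 32 and 21 of them did, and these are not listed. A stricter rule, set after the first run, gives every change of sign of inert size, inert spread and the 9-week differences. With each mouse left out in turn, 376 of 385 target values, 742 of 770 differences and 491 of 495 number differences were kept. The causes of the changes below were not tested, except that fewer mice or tumours remain where mice of a single prefix or a higher minimum are used. Planned minimum sizes of 200 cells and of no cells move nothing, since every listed size was above 500, and the alternatives on separate inert sgRNAs were not run, since the table merges them. The 9-week KPTC mice are all of prefix IW.

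The number of targets that rose in KTC, 5, was 3 at 1000 cells, 2 at 5000, 2 at 1500, 2 at 5000 with the filter, 3 for the 95th percentile, 2 for the 99th, 4 without the largest tumours (Rb1 lost) and 0 for the median (3 at an unadjusted p under 0.05, exact sign-flip test). In KPTC, 8 stayed 8 at 1000 cells, but as 7 higher and 1 lower, with ATM and Smad4 lost and Rbm10 and P53 (lower) gained, and 8 became 6 at 1500 (5 higher, 1 lower, with APC lost too), 3 at 5000 cells, 3 at 5000 with the filter, 7 for the median (Lkb1 and Cdkn2a lost, P53 gained), 6 for the 95th percentile (ATM and Smad4 lost), 5 for the 99th, 7 when tumours were pooled with a bootstrap (Arid1a lost), 4 in prefix IW and 0 in the mice with no prefix (0 unadjusted). In KLTC, 1 became 0 at 5000 cells (1 unadjusted), for the median (0), for the 99th percentile (2), in prefix IW (3) and in ZR (1), and 4 with either filter. The 6 or 7 mice of a prefix cannot bring a single target past the threshold alone. Single values reversed in KPTC for APC (−0.045 at 5000 cells, −0.038 with the filter too), ATM (−0.021, −0.026), Smad4 (−0.078, −0.075) and P53 (0.040 for the median). The 3 targets with a larger spread in KTC became 2 at 1000 cells (Rbm10 lost), stayed 3 at 1500 with Rb1 in place of Rbm10, and became 0 at 5000 cells with or without the filter (2 unadjusted in each) and 5 when tumours were pooled with a bootstrap.

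The 6 effects that differed between KPTC and KTC became 1 at 1000 cells, 1 at 1500, 1 for the 99th percentile, 4 for the 95th percentile (Arid1a and Rbm10 lost), 5 with either filter or adjusted over all comparisons (Rbm10 lost), 7 without the largest tumours (ATM gained), 3 in prefix IW, and 0 at 5000 cells, at 5000 with the filter and for the median (2, 2 and 1 unadjusted, permutation test). The 3 between KLTC and KTC became 0 for the median (0 unadjusted), 2 at 5000 cells with or without the filter, for the 95th and for the 99th percentile (APC lost in each), and 6 in prefix IW, and stayed 3 with either filter with Smad4 in place of Setd2. The 3 between KLTC and KPTC became 2 at 5000 cells with or without the filter (Setd2 lost) and for the 95th percentile (APC lost), 0 for the median (0 unadjusted), 6 for the 99th percentile, 1 in prefix IW and 1 with either filter. Reversed values were Rbm10 in KPTC minus KTC (0.38 for the 99th percentile), and in KLTC minus KPTC APC (−0.015 for the median, −0.23 for the 99th percentile), Arid1a (−0.78), Cdkn2a (−1.16) and Rbm10 (−1.01) for the 99th percentile, and Setd2 (0.14 and 0.052 with the filters over all mice and over 15-week mice).

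The 1 number that differed between KPTC and KTC became 2 in prefix IW. The 0 between KLTC and KTC became 2 at 5000 cells, 3 at 5000 with the filter, 1 at 1500 and 4 in prefix IW, and there Lkb1 reversed to −0.65 at 5000 cells with and without the filter, and Setd2 to −0.51 at 5000 cells and −0.55 with the filter. Inert size in KLTC minus KTC was 0.25 for the median and 1.16 in prefix IW, and in KLTC minus KPTC 0.20 and 1.15, none past the threshold. In KPTC minus KTC it reversed to 0.19 at 5000 cells, 0.20 with the filter, 0.057 for the median and 0.0027 in prefix IW, and the spread reversed to 0.14 at 1000 cells, 0.34 at 1500, 1.13 at 5000 and 1.14 with the filter. The 9-week difference between genotypes reversed to −0.032 at 1000 cells, −0.29 at 1500, −0.46 at 5000, −0.37 with the filter and −0.31 in prefix ZR. Of the comparisons that were not planned, number in KLTC minus KPTC reversed at 5000 cells without and with the filter for Lkb1 (−0.35 and −0.35) and Setd2 (−0.27 and −0.33). The inert spread reversed in the same settings in KLTC minus KTC (−0.43 and −0.58) and in KLTC minus KPTC (−1.56 and −1.72).

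With each mouse left out in turn, the count of targets ranged from 4 to 5 in KTC, 8 to 9 in KPTC and 1 to 2 in KLTC, and that of differing effects from 4 to 7 in KPTC minus KTC and 3 to 4 in KLTC minus KTC, with 3 throughout in KLTC minus KPTC. Over the same runs, the number count from 1 to 2 in KPTC minus KTC and from 0 to 1 in KLTC minus KTC (3 unadjusted at 0 in all mice, permutation test), the inert spread from −0.54 to −0.33, and the 9-week difference between genotypes from −1.26 without KLTC sgNeo replicate 5 to 0.86 without sgNeo replicate 3. The smallest listed size differed between mice, from 500.4 to 1440.3 cells, so sizes between these were not listed in every mouse. With tumours drawn from the inert tumours of KLTC mice, a simulated 1.5-fold effect was called in 52.5% of tests, so effects of that size were not always detectable. Detection of effects that vary between mice or lie mainly in the largest tumours was not tested.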

Other observations

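The comparison of tumour number between KLTC and KPTC and the comparisons of inert tumour number and of inert spread in KLTC were not planned, and they were run after the other results were seen, as were the relation of effects between genotypes and the values on shared barcodes.

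Setd2, Lkb1 and P53 tumours were more numerous over inert tumours in KLTC than in KPTC, by log2 differences of 0.40 ± 0.10, 0.14 ± 0.04 and 0.19 ± 0.05 (SE, 13 against 12 mice, adjusted p 0.00462, 0.0153 and 0.00462 by two-sided permutation test). None of the 3 passed without matched tumours, at 0.17, 0.070 and 0.077 (adjusted p 0.414 for each, with ranges over alternatives of 0.00033 to 0.415, 0.0153 to 0.928 and 0.00462 to 0.848). Setd2 and Lkb1 turned to −0.27 and −0.35 at a minimum of 5000 cells, where P53 was 0.17, none past the threshold. Among mice of ID prefix IW, Setd2 was 0.25 and missed the threshold (exact permutation, adjusted p 0.390), while Lkb1 (0.23) and P53 (0.22) passed. Lkb1 also missed it at minimums of 1000 (0.11) and 1500 cells (0.019), and P53 at 1500 (0.11), while Setd2 passed at both (0.43 and 0.35). In all listed tumours Setd2, Lkb1 and P53 were 3 of 11 targets, and 3 had an unadjusted p under 0.05. They were 1 of 3 genes of chromatin and RNA processing, 1 of 4 of signalling and metabolism and 1 of 3 of the p53 pathway, with 0 of 2 of the cell cycle. Inert tumours themselves were fewer per mouse in KLTC, with a geometric mean of 693 against 2886 in KTC and 2861 in KPTC (log2 differences −2.06 and −2.05, adjusted p 0.00202 and 6e-05 by two-sided permutation test), and by −1.15 and −0.84 at a minimum of 5000 cells, which did not pass. Their 99th percentile over the median was 361 in KLTC, a log2 difference of 2.82 from KTC and 3.25 from KPTC (adjusted p 0.000105 and 3e-05, with ranges over alternatives of 0.000105 to 0.307 and 3e-05 to 0.168). These became −0.43 and −1.56 at a minimum of 5000 cells, the second past the threshold as lower, so the direction depends on the smallest tumours used. The dose of virus given to each mouse is not given in the sources used here.

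The spread of sizes, the 95th percentile over the median, also rose in KPTC for Setd2 (1.26 ± 0.77 SD, n = 12), Lkb1 (0.76 ± 0.56), Rb1 (0.72 ± 0.40) and Cdkn2a (0.26 ± 0.31), which are 4 of 11 targets by exact sign-flip test, and in KLTC for APC (0.61 ± 0.68, n = 13), which is 1 of 11. Across the 11 targets, the mean effects in KPTC and KTC had a Pearson r of 0.81 (permutation p 0.00888, adjusted 0.0266) and a Spearman rho of 0.60 (p 0.0572, adjusted 0.172). Without the 2 targets farthest from the median r was 0.51, so its size depends in part on those, and this lower r was not tested. For KLTC against KTC r was −0.37 (p 0.256, adjusted 0.384) and rho −0.24 (p 0.486, adjusted 0.558), with r 0.25 without the 2 farthest, and for KLTC against KPTC r was −0.01 (p 0.975, adjusted 0.975) and rho 0.20 (p 0.558, adjusted 0.558), with r −0.03. These 3 relations are across genes, which are not independent replicates, and were not split by ID prefix.

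Inert tumours made up 37.9% of the listed tumours of KTC replicate 9, against 25.8% to 27.5% in the other KTC mice. They made up 38.5% in KLTC replicate 1 and 32.7% in KPTC replicate 9. Of the inert barcodes of KTC replicate 9 and KLTC replicate 1, 27.4% and 29.3% were listed in KPTC replicate 9, for both the highest share in any other mouse. Of the 28 pairs of 9-week sgNeo mice, 9 shared 50% or more of the barcodes of the mouse with fewer, as did 10 of the 45 pairs of sgSetd2 mice, with a highest share of 78.9% and 74.5%. Of the listed barcodes, which have 21 bases, 91.2% carried the same fixed bases.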
